A study of Homo sapiens with 19 samples. Its data were reported in "YAP1 is essential for malignant mesothelioma tumor maintenance" (2022).

How the data were processed

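RNA was measured in 19 MSTO-211H-TEAD2-DN xenograft tumors, 5 at T0, 5 at T24, 5 at T96 and 4 at T216. Groups were taken from the time point given for each tumor, and replicates were numbered within a group only to name them. Libraries were prepared from total RNA with a KAPA HyperPrep kit, enriched by hybridization capture (KAPA HyperCap) and sequenced in paired ends on a NextSeq instrument. Capture enrichment favors the genes on the capture panel, so levels of different genes are less comparable than levels of one gene across tumors.

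The authors deposited 1 table of FPKM values with a column for each tumor. The aligner, the counting software, the annotation release, the use of strand and any step that removed reads of the mouse host were not stated, so reads shared between paralogs, overlapping genes or species stay uncertain. The FPKM unit divides by gene length and by the number of mapped fragments of the library, and no further scaling between libraries was stated. The table held 20555 lines with 20257 Ensembl gene identifiers, and 9 blank cells were read as 0. Its coordinates fit GRCh38. They count starts from 0, so 1 was added to the starts printed here. Of 20200 genes also listed in GENCODE 29, 86.7% had the same start and 86.2% the same end. Gene names were matched for 20124 identifiers, 97.5% of the genes compared were protein coding, and 34 symbols belonged to more than 1 identifier.

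For 266 identifiers the table held more than 1 line. The line with the highest mean was kept and 298 lines were left out, 44 of which had a mean of 1 FPKM or more. This choice was made after results had been seen, when it was found that the first line of each identifier had been used until then. It changed the counts of called genes by a few genes and brought HAPLN1 among the named genes.

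No 2 libraries had identical values in more than 0.0186% of the tested genes, so each counted as a separate tumor. Total counts were unknown. The depth of each library relative to replicate 1 of T0 was estimated from the smallest steps between values of genes with a mean under 0.15 FPKM, and on simulated data the largest error of this estimate was 0.323%. The FPKM sum was not used as a depth.

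Values were analysed as log2(FPKM+1), with a pseudocount of 1, which understates the fold change of weakly expressed genes. Genes with at least 1 FPKM in at least 4 of the 19 libraries were tested, 10745 in all. A linear model with all 4 groups was fitted with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, and each of the 6 pairs of time points was a contrast. P-values were adjusted by the Benjamini-Hochberg method within a contrast, and genes with an adjusted p under 0.05 were called. The tests that the study's methods name for CYR61 and CTGF were not used here. Cage was identical with time point and could not enter the model.

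The deR score was computed as in the study's methods. In each library the levels of the effectors were ranked together and divided by their number, and the mean of the 233 negative effectors was subtracted from that of the 249 positive effectors. The effector lists were taken from the study, which built them from other published experiments and not from these tumors. Of the positive effectors 18 were also S-phase or G2/M genes, 8 were among the 22 YAP1/TAZ targets and 6 were in the cholesterol list. Of the negative effectors 6 were in the interferon list. Group means of the score were compared by exact two-sided permutation tests, adjusted over the 6 pairs. The smallest p these tests can give is 0.00794 with 5 tumors against 5 and 0.0159 with 5 against 4. Scores and permutation tests were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

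Gene lists were tested with camera in limma at its preset correlation between genes of 0.01, with fry and an estimated correlation as alternatives, adjusted over the 13 lists with enough tested genes. The lists were the positive and negative effectors, the 22 targets, S-phase genes, G2/M genes, ATF4 targets, mitochondrially encoded proteins, hypoxia targets, cholesterol biosynthesis, interferon-stimulated genes, endothelial markers, fibroblast markers and ribosomal proteins. Macrophage and leukocyte markers were listed too.

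The genes named in the text were the 15 pathway genes and, for each time against T0, up to 3 of the 5 genes with the highest and the lowest log2 fold change. These had to have an adjusted p under 0.05, a mean above the median of the tested genes and no overlap between the libraries of the compared groups. Groups, tests, gene lists, naming rule and the alternatives listed first were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter (17392 genes), a filter at 5 FPKM (6793 genes), quantile normalization, median centring of each library, limma without trend, fits of the compared groups only, other sets of effectors or ranks, and leaving out each tumor in turn. A correction for transcript length and GC content, median centring for the gene lists and a deR score without 36 further cell-cycle genes, chosen by their names, were added after the data were seen.

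The limma steps were tested on simulated data for the 10745 genes with 200 changed genes. They recovered 99% of the genes changed by a log2 of 1 and 89% of those changed by 0.5, and called 13 unchanged genes. A contrast without changes gave 0 calls. In a second simulation, with the positive effectors lowered at T24, 0 of 13 lists were called at T216 against T0. Genes were simulated independently, so this cannot show how the list tests behave when genes are correlated.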

Results

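The TEAD2-DN pharmacodynamic experiment was carried out with MSTO-211H, an established human cell line from a pleural mesothelioma. In these cells doxycycline switches on TEAD2-DN (DN for dominant negative), a shortened TEAD2 that takes up YAP1 away from DNA and leaves less of it for the TEAD proteins already present. They were grown as subcutaneous xenografts in SCID mice, which lack T and B cells. Tumors reached about 300 mm3 on drinking water with 5% glucose, and doxycycline was then added to the water at 0.5 mg/ml. RNA was sequenced from 19 tumors, each from a different mouse: 5 taken just before doxycycline (T0) and 5, 5 and 4 taken after 24 h (T24), 96 h (T96) and 216 h (T216) of doxycycline. The comparisons ask whether TEAD2-DN lowers the expression of YAP1-TEAD target genes in established tumors, and for how long. Time, doxycycline and cage coincided in this design: all tumors of a time point came from 1 cage group, and no tumor kept on glucose alone after T0 was analysed here. A difference between time points is therefore a difference between these groups, whatever its source.

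Expression was available as FPKM (fragments scaled by transcript length and by the number of mapped fragments), so the absolute depth of each library was unknown. The depth relative to replicate 1 of T0, read from the step size of weakly expressed genes, ranged from 0.448 to 1.22. It averaged 1.07 ± 0.0672 (SD, n = 5) at T0, 0.924 ± 0.160 (SD, n = 5) at T24, 0.642 ± 0.144 (SD, n = 5) at T96 and 1.10 ± 0.157 (SD, n = 4) at T216. Weakly expressed genes were thus measured least precisely at T96. A library held between 10031 and 10587 genes at 1 FPKM or more, and the lowest correlation of log2 values between any 2 libraries was 0.965. Mitochondrially encoded genes made up 40.3% ± 3.76 (SD, n = 5) of the FPKM sum at T0, 40.6% ± 3.71 (SD, n = 5) at T24, 39.6% ± 2.79 (SD, n = 5) at T96 and 48.6% ± 5.91 (SD, n = 4) at T216. The share at T216 was above that at T0 (exact two-sided permutation p = 0.0159, the smallest that 4 tumors against 5 can give). Without replicate 3 of T216 its mean was 45.7%.

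TEAD2 was examined first, since reads of the construct can be assigned to the TEAD2 gene (chromosome 19, 49340595 to 49362457, GRCh38). These values cannot separate the construct from the endogenous transcript. TEAD2 rose from 1.58 ± 0.112 FPKM (SD, n = 5) at T0 to 36.2 ± 3.28 FPKM (SD, n = 5) at T24, a ratio of 22.9. It was 21.2 ± 4.81 FPKM (SD, n = 5) at T96 and 5.85 ± 1.55 FPKM (SD, n = 4) at T216, ratios of 13.4 and 3.70 to T0. Every tumor on doxycycline lay above every T0 tumor. The log2 fold changes against T0, on the log2(FPKM+1) scale, were 3.84 (limma adjusted p = 1.60e-14), 3.08 (adjusted p = 1.63e-12) and 1.38 (adjusted p = 1.54e-05). The decline from T24 to T216 was also larger than the spread between tumors (log2 fold change -2.46, limma adjusted p = 5.03e-10). With a pseudocount of 0.1 the change at T24 was 4.43, the largest shift in this value among the alternatives tried.

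CYR61 (now CCN1; chromosome 1, 85580761 to 85583962) and CTGF (now CCN2; chromosome 6, 131948176 to 131951373) are direct YAP1-TEAD targets. CYR61 fell from 366 ± 18.1 FPKM (SD, n = 5) at T0 to 222 ± 31.02 FPKM (SD, n = 5) at T24, a change of -39.2% (log2 fold change -0.73 ± 0.08 SE, limma adjusted p = 2.86e-05). At T96 it was 275 ± 28.7 FPKM (SD, n = 5), a change of -24.9% from T0 (log2 fold change -0.42, limma adjusted p = 0.00151). At T216 CYR61 was 411 ± 26.9 FPKM (SD, n = 4), which did not pass the threshold against T0 over all genes tested (change of 12.3%, limma adjusted p = 0.182). CTGF fell from 87.3 ± 13.6 FPKM (SD, n = 5) to 46.1 ± 11.7 FPKM (SD, n = 5) at T24, a change of -47.2% (log2 fold change -0.93 ± 0.13 SE, limma adjusted p = 0.000407). It was 59.2 ± 4.29 FPKM (SD, n = 5) at T96, a change of -32.2% (log2 fold change -0.54, limma adjusted p = 0.00793). At T216 CTGF was 99.02 ± 8.28 FPKM (SD, n = 4) and did not pass the threshold against T0 either (change of 13.4%, limma adjusted p = 0.360). Both genes were lower than in every T0 tumor in 5 of 5 tumors at T24 and in 5 of 5 at T96.

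**Figure D1:**
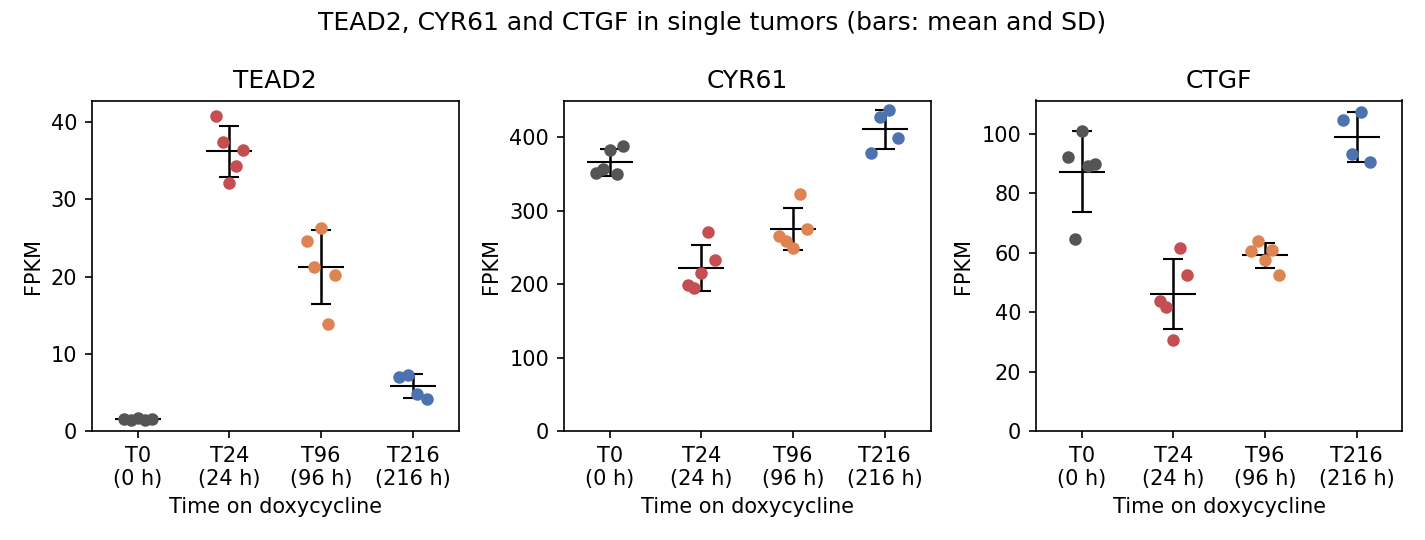
FPKM of TEAD2, CYR61 and CTGF (vertical axes) in the 19 tumors by time on doxycycline (horizontal axes); points are tumors and bars give the mean and SD of each group. TEAD2 peaked at T24 with a mean of 36.2 FPKM, where CYR61 and CTGF were lowest with means of 222 and 46.1 FPKM.

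YAP1 itself (chromosome 11, 102110461 to 102233423) was 11.9 ± 0.427 FPKM (SD, n = 5) at T0 and did not pass the threshold at any time against T0 over all genes tested (limma adjusted p = 0.137 at T24, 0.0918 at T96 and 0.275 at T216). It was lower at T216 than at T24, with a log2 fold change of -0.25 (limma adjusted p = 0.00457), a call that was lost under median centring (-0.14, adjusted p = 0.0762). Of the 15 pathway genes chosen in advance, 2 were higher and 5 lower at T24 against T0, 3 higher and 3 lower at T96, and 2 higher and none lower at T216. When adjusted over the list alone, the counts were 3 higher and 6 lower at T24, 4 higher and 4 lower at T96 and 2 higher at T216. The added higher gene was YAP1 at both T24 and T96 (limma adjusted p = 0.0291 and 0.0413), and the added lower genes were NF2 at T24 and LATS2 at T96. WWTR1, the gene of the YAP1 paralog TAZ, was the only one of them other than TEAD2 that was higher than T0 at each time, by 34.5%, 51.4% and 30.2% (limma adjusted p = 0.00596, 0.000112 and 0.00797), and each tumor on doxycycline lay above each T0 tumor. At T24 the lower genes were CTGF, CYR61, ANKRD1, AMOTL2 and LATS2. ANKRD1 changed by -50.5% (limma adjusted p = 5.26e-05), AMOTL2 by -27.3% (adjusted p = 0.00127) and LATS2 by -22.1% (adjusted p = 0.0101), and each was below all T0 tumors in 5 of 5 tumors. At T96 ANKRD1 was still lower, by -25.0% (limma adjusted p = 0.0183; 0.0546 without replicate 1 of T96), and TEAD1 was higher by 17.1% (limma adjusted p = 0.0252). TEAD1 lost this call in 4 of the 10 fits that each left out one tumor (adjusted p up to 0.0606). TEAD3, TEAD4, LATS1, NF2, AXL and VGLL4 did not pass the threshold over all genes at any time against T0.

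The YAP1-TEAD activity of each tumor was then scored with the deR score of the study, the mean fractional rank of 249 positive effectors less that of 233 negative effectors. The score was 0.214 ± 0.00597 (SD, n = 5) at T0 and 0.179 ± 0.0135 (SD, n = 5) at T24, a change of -16.3%. All 5 T24 tumors scored below all T0 tumors (difference -0.0350, exact two-sided permutation p = 0.00794, adjusted over 6 pairs 0.0238). At T96 the score was 0.201 ± 0.0131 (SD, n = 5), and the difference from T0 of -0.0133 did not pass the threshold (exact permutation p = 0.0794, adjusted 0.0794). At T216 it was 0.230 ± 0.00071 (SD, n = 4), 7.27% above T0, and all 4 tumors scored above all T0 tumors (difference 0.0156, exact permutation p = 0.0159, adjusted 0.0238). The rise from T24 to T96 was 0.0217 (exact permutation p = 0.0476, adjusted 0.0571). T216 was above T24 by 0.0506 and above T96 by 0.0289 (exact permutation p = 0.0159 and adjusted 0.0238 for both). The result at T96 depended on the effectors scored. Without the S-phase and G2/M genes the difference from T0 at T96 was -0.0183 (exact permutation, adjusted p = 0.0381). That at T216 was 0.0140 (exact permutation, adjusted p = 0.0238). With a further 36 cell-cycle genes left out these differences were -0.0257 and 0.0108 (exact permutation, adjusted p = 0.0190 for both).

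Ranks among all genes of the table showed which effectors moved. The positive effectors had a mean fractional rank of 0.741 ± 0.00262 (SD, n = 5) at T0, 0.729 ± 0.00520 (SD, n = 5) at T24, 0.738 ± 0.00454 (SD, n = 5) at T96 and 0.750 ± 0.00123 (SD, n = 4) at T216. The negative effectors had 0.571 ± 0.00281, 0.588 ± 0.00531, 0.581 ± 0.00620 and 0.571 ± 0.00216 at the same times (SD, same n). At T24 both lists had moved from T0 (exact permutation p = 0.00794 for each). At T96 the negative effectors differed from T0 (exact permutation p = 0.0238, adjusted 0.0476) and the positive effectors did not (p = 0.143). At T216 the positive effectors were above T0 (exact permutation p = 0.0159) and the negative effectors did not differ from T0 (exact permutation p = 0.984).

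**Figure D2:**
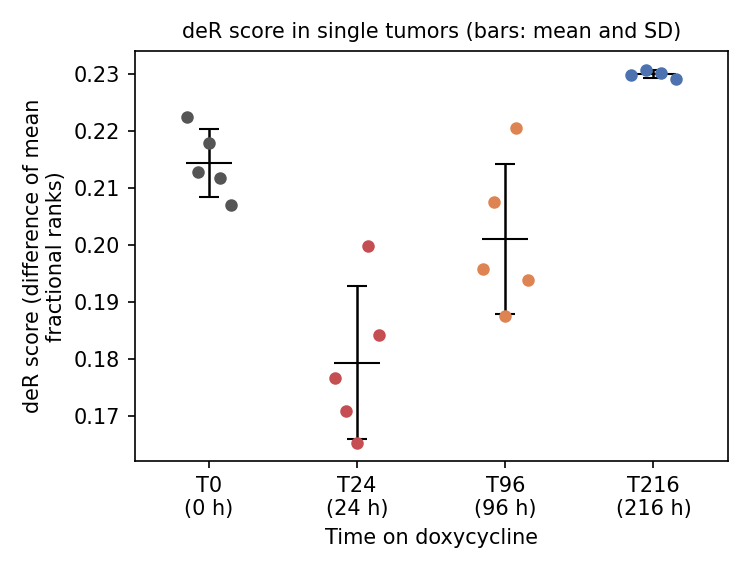
The deR score (vertical axis, a difference of mean fractional ranks without unit; the axis does not start at 0) in the 19 tumors by time on doxycycline (horizontal axis); points are tumors and bars give the mean and SD. The 5 T24 tumors lie below and the 4 T216 tumors above all T0 tumors.

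Single genes were compared with limma among 10745 genes expressed at 1 FPKM or more in at least 4 libraries. Of these, 4654 (43.3%) differed between any of the 4 time points. At T24 against T0, 558 genes passed an adjusted p of 0.05, 287 higher and 271 lower, and 3 changed more than 2-fold on the log2(FPKM+1) scale. At T96 there were 1921 genes, 1192 higher and 729 lower, with 31 over 2-fold. At T216 there were 1743 genes, 387 higher and 1356 lower, with 38 over 2-fold. Most changes were therefore small on this scale, which understates those of weakly expressed genes. T96 against T24 gave 1108 genes (689 higher), T216 against T24 3363 (835 higher) and T216 against T96 3203 (623 higher). The direction of the calls at T216 depended on the scaling of the libraries, as the median log2 fold change of all tested genes against T0 was -0.08 at T216 and 0.02 and 0.03 at T24 and T96. When each library was centred on its median, 62.5% of 1513 calls at T216 against T0 were higher, in place of 22.2%, and 955 of the calls kept their call and sign. Under quantile normalization 49.4% of 1213 calls were higher. Centring gave 40.4% higher of 607 calls at T24, in place of 51.4%, and 44.9% of 1959 calls at T96, in place of 62.1%. The count at T24 was the most dependent on single tumors, with 239 to 616 genes across the 10 fits that each left out one tumor. Leaving out replicate 3 of T216 lowered the count at T216 to 919.

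At T24 the 3 named genes with the highest log2 fold change were TEAD2, HBB (chromosome 11, 5225464 to 5227072) and PHLDA1 (chromosome 12, 76025447 to 76033932). HBB, the beta-globin gene, rose from 29.4 ± 6.98 FPKM (SD, n = 5) to 125.8 ± 6.32 FPKM (SD, n = 5), with a log2 fold change of 2.08 (limma adjusted p = 4.36e-10). PHLDA1 rose by 0.62 (limma adjusted p = 0.00517), with replicate 3 of T24 far above the others. The named lower genes were CTGF, CYR61 and SNAPC1 (chromosome 14, 61762357 to 61796428), which fell by 0.72 on the log2(FPKM+1) scale (limma adjusted p = 0.000436). In each named gene the libraries of the compared groups did not overlap, as the naming rule required.

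At T96 the named higher genes were TEAD2, HBB and MMP2 (chromosome 16, 55389700 to 55506691). HBB was 84.5 ± 14.4 FPKM (SD, n = 5), a log2 fold change of 1.501 (limma adjusted p = 1.29e-07). MMP2 rose from 37.7 ± 6.83 to 75.9 ± 15.4 FPKM (SD, n = 5 each; log2 fold change 0.98, limma adjusted p = 0.000180). The named lower genes were SERPINB2 (chromosome 18, 63887700 to 63903890; log2 fold change -1.81, limma adjusted p = 0.000803), INSIG1 (chromosome 7, 155297776 to 155310235; -1.52, adjusted p = 6.20e-05) and HMGCS1 (chromosome 5, 43289395 to 43313512; -1.45, adjusted p = 1.26e-05). INSIG1 and HMGCS1 belong to the control and the synthesis of cholesterol.

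At T216 the named higher genes were CST4 (chromosome 20, 23685640 to 23689040), MSTN (chromosome 2, 190055697 to 190062729) and HAPLN1 (chromosome 5, 83637805 to 83721613). CST4 rose from 6.89 ± 2.75 FPKM (SD, n = 5) to 28.9 ± 6.52 FPKM (SD, n = 4), with a log2 fold change of 1.98 (limma adjusted p = 0.00185). CST4 has close paralogs among the cystatin genes, so its reads are uncertain. MSTN had a log2 fold change of 1.53 (limma adjusted p = 0.00948) and HAPLN1 one of 1.40 (limma adjusted p = 0.04998). HAPLN1 lay at the threshold and lost its call in 8 of the 9 fits that each left out one tumor. The named lower genes were SERPINB2 (log2 fold change -2.33, limma adjusted p = 0.000348), ESM1 (chromosome 5, 54977864 to 54985663; -1.73, adjusted p = 0.000740) and AKAP12 (chromosome 6, 151240374 to 151356773; -1.30, adjusted p = 0.000331).

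Gene lists were tested with camera, adjusted over 13 lists, to see whether the effectors moved apart and whether other programs changed. At T24 against T0 the median log2 fold change was -0.10 for the 225 tested positive effectors (limma camera adjusted p = 1.34e-12), 0.13 for the 159 tested negative effectors (adjusted p = 3.70e-11) and -0.29 for a list of 22 YAP1/TAZ targets (adjusted p = 1.37e-13). Of the positive effectors 37 were lower and 1 higher, of the negative effectors 21 were higher and none lower, and of the 22 targets 11 were lower and 1 higher over all genes tested. When adjusted over the list alone, 46, 36 and 15 genes passed in those directions, with 2, 1 and 1 in the opposite ones. These 3 calls at T24 also held under fry (adjusted p = 0.00346, 0.000474 and 1.46e-05) and under an estimated correlation (adjusted p = 0.0477, 0.0470 and 0.00538). At T96 the positive effectors had a median of 0.01 (camera adjusted p = 0.195), the negative effectors 0.10 (adjusted p = 0.0375) and the 22 targets -0.13 (adjusted p = 0.00310). Without the S-phase and G2/M genes the positive effectors had a median of -0.02 at T96 (adjusted p = 0.00787). Over all genes tested, 41 positive effectors were higher and 50 lower at T96. Of the negative effectors 30 were higher and 10 lower, and of the 22 targets 1 was higher and 7 lower. At T216 the positive effectors had a median of 0.03 (camera adjusted p = 0.000182), the negative effectors -0.12 (adjusted p = 0.122) and the 22 targets 0.07 (adjusted p = 0.00608). These calls of the positive effectors and of the 22 targets at T216 did not hold under fry (adjusted p = 0.697 and 0.361) or an estimated correlation (adjusted p = 0.224 for both). Over all genes tested, 22 positive effectors were higher and 23 lower at T216. Of the negative effectors 2 were higher and 28 lower, and of the 22 targets none was higher and 1 lower. The T216 median of the positive effectors was 0.0049 without the S-phase and G2/M genes (camera adjusted p = 0.00111). It ran from 0.0028 to 0.040 across 9 fits that each left out one tumor.

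The direct comparison of T216 with T24 gave a median of 0.30 for the 22 targets (limma camera adjusted p = 2.32e-12, fry adjusted p = 2.88e-06), 0.13 for the positive effectors (adjusted p = 9.33e-15, fry 0.00139) and -0.25 for the negative effectors (adjusted p = 7.75e-08, fry 1.51e-06).

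Other lists changed as well. The cholesterol biosynthesis list had a median log2 fold change of -0.23 at T24 (limma camera adjusted p = 1.59e-07, fry 0.0563), -0.60 at T96 (adjusted p = 6.34e-24, 19 of 23 genes lower) and -0.14 at T216 (adjusted p = 0.215). S-phase genes had medians of -0.07 (adjusted p = 0.00375, fry 0.179), 0.30 (adjusted p = 9.98e-12) and 0.11 (adjusted p = 2.60e-08). G2/M genes had medians of 0.03 (adjusted p = 0.983), 0.36 (adjusted p = 2.41e-19, 36 of 53 genes higher) and 0.10 (adjusted p = 9.62e-10, fry 0.0545). Hypoxia targets had medians of -0.02 (adjusted p = 0.983), -0.45 (adjusted p = 3.70e-10, 12 of 20 genes lower) and -0.43 (adjusted p = 0.0001001). Targets of the stress factor ATF4 had medians of -0.09 (adjusted p = 0.0434, fry 0.194), -0.28 (adjusted p = 2.77e-09) and -0.22 (adjusted p = 0.000912). Mitochondrially encoded proteins had medians of 0.02 (adjusted p = 0.983), -0.08 (adjusted p = 0.387) and 0.45 (adjusted p = 1.05e-09). Their call at T216 was lost under quantile normalization (0.00, camera adjusted p = 0.9145). That step gives equal ranks equal values in every library, and these abundant genes had a median of 0.00 under it at T96 too. This loss therefore cannot decide on their change. Across 9 fits that each left out one tumor the T216 median ran from 0.29 to 0.50. Interferon-stimulated genes had medians of 0.01 (adjusted p = 0.718), 0.03 (adjusted p = 0.646) and -0.24 (adjusted p = 0.00115). Fibroblast markers, with 9 tested genes, had medians of 0.23 (adjusted p = 0.0540), 0.22 (adjusted p = 0.322) and 0.10 (adjusted p = 0.00478). Their call at T216 was lost under quantile normalization (0.21, camera adjusted p = 0.0682) and median centring (0.19, adjusted p = 0.0511). It held in 9 fits that each left out one tumor, with medians of 0.046 to 0.21. Endothelial markers, with 3 tested genes, had medians of 0.17 (adjusted p = 0.0540), -0.07 (adjusted p = 0.7997) and -0.13 (adjusted p = 0.3003). Only 1 of the 17 macrophage and leukocyte markers, CD68, was expressed highly enough to be tested, so that list had no camera test. Ribosomal protein genes, included as a control, had medians of 0.00 (adjusted p = 0.904), -0.19 (adjusted p = 7.14e-17, 24 of 39 genes lower) and 0.03 (adjusted p = 0.000912). Camera thus called the control list at T96 and T216, and fry did not call it at T216 (adjusted p = 0.533). At T216 its shift relative to all genes was 0.10, as was that of the positive effectors. Under an estimated correlation the lists called at T96 were the S-phase genes (adjusted p = 0.0456), the ATF4 targets and the cholesterol list (adjusted p = 0.0307 for both), and no list was called at T216. Of the lists camera called, 3 of 6 at T24, 8 of 8 at T96 and 6 of 10 at T216 also passed under fry.

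**Figure D3:**
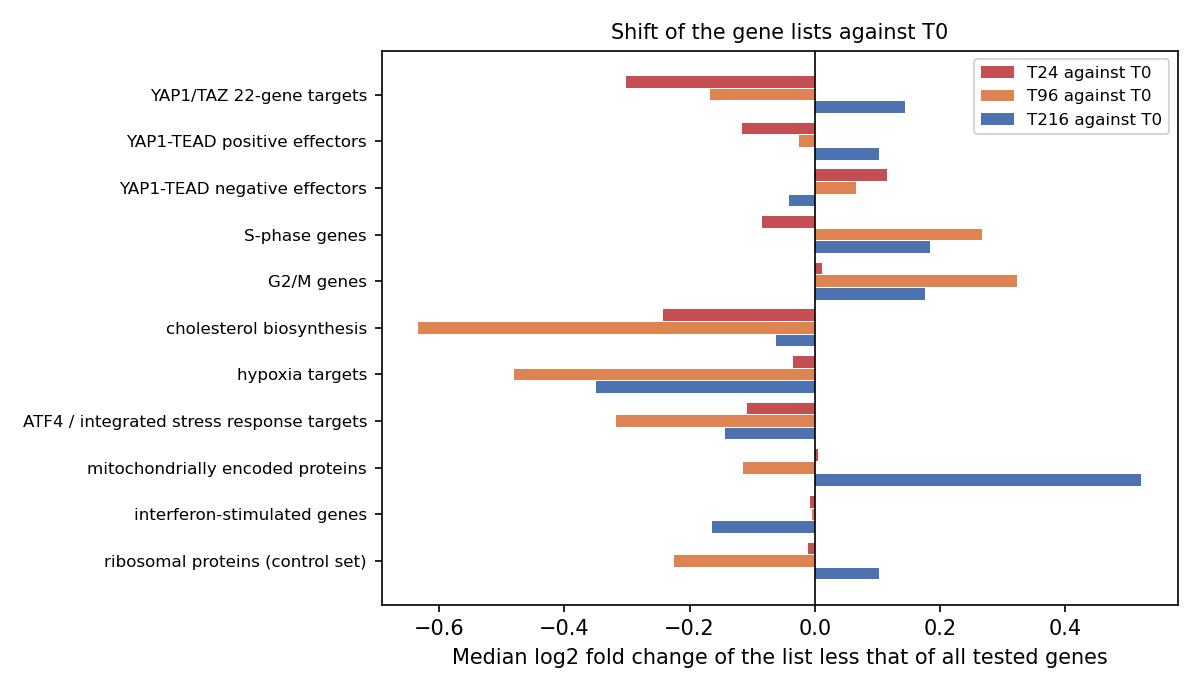
Median log2 fold change against T0 of 11 gene lists less that of all tested genes (horizontal axis, log2(FPKM+1) scale), one bar per list (vertical axis) and time point. The 22 targets went from -0.30 at T24 to 0.14 at T216, and the cholesterol biosynthesis list reached -0.63 at T96.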

Values the study reported

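By RT-qPCR on the tumors of this experiment, the study reported the strongest inhibition at 24 h of doxycycline, 45% for CTGF and 39% for CYR61. It reported no remaining inhibition of either gene at 216 h. By Western blot it reported high TEAD2-DN protein at 24 h and 96 h and none at 216 h. In separate growth experiments with the same cell line, the study reported a tumor growth inhibition of 44% when doxycycline was given from implantation and of 50% when it was given to established tumors.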

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

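The tests of median centring, cell-cycle genes, negative effectors, ATF4 targets, host-cell lists and expression level were chosen before their results were seen; those of further cell-cycle genes, lower calls after centring, time without doxycycline, FPKM sums, abundant genes, levels of host markers, depth of single libraries, scaling of single libraries and HBB in this part were chosen only afterwards.

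In 46 measures and 184 groups of 4 or 5 tumors, 11 values lay far from the others of their group, where about 9.2 arise by chance. The number of such values is thus near what chance gives, and no biological explanation of a single tumor was tested, since the labels give none. Replicate 3 of T216 stood out in 3 measures. Its FPKM sum was 418889 against 336759 to 349160 in the other T216 tumors, its mitochondrial share was 57.4% against 45.0% to 46.9%, and its mean log2 level of the positive effectors was 3.49 against 3.58 to 3.59. The first 2 of these are not independent, since mitochondrial genes enter the FPKM sum. The third went with a lower level of the library as a whole, since the median of its tested genes was 0.12 below the mean of the other T216 tumors and that of the positive effectors 0.095 below. The tables argue against a low depth of this library, since its relative depth was 1.22, the highest of the 19. A different state of this tumor or a difference in RNA handling stays open and was not tested.

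Replicate 4 of T24 had a mean log2 level of the cholesterol biosynthesis list of 3.83 against 3.35 to 3.43 in the other T24 tumors, and an HMGCS1 level of 42.04 FPKM against 22.8 to 26.7. HMGCS1 belongs to this list. The T0 tumors had list means of 3.55 to 3.83, so this tumor lay at the upper end of T0. A higher scaling of the whole library does not account for it, since the median of its tested genes was only 0.033 above that of the other T24 tumors. The remaining values were 10587 genes at 1 FPKM or more and a PHLDA1 level of 23.5 FPKM in replicate 3 of T24, a WWTR1 level of 16.8 FPKM in replicate 1 of T0, a TEAD3 level of 2.98 FPKM in replicate 5 of T24, an NF2 level of 18.6 FPKM in replicate 3 of T96 and an HBB level of 41.6 FPKM in replicate 5 of T0. For these no explanation was tested.

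The changes from T0 at T216 differed from those at T24 and T96, and the differences themselves were tested. The deR score at T216 was above that at T24 by 0.0506 and above that at T96 by 0.0289 (exact permutation, adjusted p = 0.0238 for both). For CYR61 the log2 fold changes of T216 against T24 and T96 were 0.89 and 0.58 (limma adjusted p = 1.74e-06 and 0.000170), and for CTGF 1.12 and 0.73 (adjusted p = 2.74e-05 and 0.000985), with all 4 T216 tumors above all T24 and T96 tumors. For YAP1 they were -0.25 and -0.24 (limma adjusted p = 0.00457 and 0.00688), with all 4 T216 tumors below all T24 and T96 tumors. The YAP1 differences depended on the scaling, since median centring gave -0.14 and -0.11 (adjusted p = 0.0762 and 0.177), so they stay undecided. The medians of the positive effectors were 0.13 and -0.026, those of the negative effectors -0.25 and -0.23 and those of the 22 targets 0.30 and 0.17. The value of -0.026 lies above the median of all genes at T216 against T96, which was -0.11, and fry did not call it (adjusted p = 0.816).

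At T216 the deR score was not only back at T0 but above it by 0.0156. TEAD2 RNA was still 3.70 times its T0 level at T216, although the study no longer found TEAD2-DN protein at that time by Western blot. More cycling cells would raise cell-cycle genes among the positive effectors. Without the 18 of them in the S-phase and G2/M lists the difference was 0.0140, and without a further 35 known cell-cycle genes it was 0.0108 (exact permutation p = 0.0159 for both). Cycling cells are thus argued against as the whole account, though part of the difference rested on these genes. The ranks among all genes argue against a change in the negative effectors alone. In them the positive effectors rose and the negative ones did not move. Camera called the positive effectors and not the negative ones, but fry did the reverse (adjusted p = 0.697 and 0.00464). Of the negative effectors 28 were lower and 2 higher, and of the positive ones 22 were higher and 23 lower. A change in the negative effectors alone is therefore not ruled out. The 22 targets gave a median of 0.14 relative to all genes, past the threshold under camera and not under fry or an estimated correlation. The ribosomal control list moved by 0.10, so the targets are weak evidence on this point. Growth of the tumors over 216 h without any effect of doxycycline cannot be told apart from the treatment, because 0 groups were kept on glucose alone after T0. A rebound of YAP1-TEAD activity after TEAD2-DN declined is one hypothesis that may account for the rise of 0.0156, and selection of cells with little TEAD2-DN is another. The study suspected an escape among the cells carrying TEAD2-DN behind its transient effect. Neither hypothesis was tested further here.

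The gene counts were compared with those of other groupings, by dividing the libraries of each pair of time points in 100 splits. Only 1 of the 100 splits, the real one, gave as many genes in each of the 6 comparisons. The next largest counts were 19 for T24 against T0, 93 for T96 against T0, 353 for T216 against T0 and 9 for T96 against T24. They were 1713 for T216 against T24 and 2701 for T216 against T96, where the real counts were 3363 and 3203. In the last comparison another grouping thus came near the real count.

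Among the 558 genes called at T24, stress from doxycycline itself on mitochondrial translation would raise ATF4 targets. Their median log2 fold change was -0.094 at T24, which argues against it, although no tumor without the construct on doxycycline was analysed here. As a source of calls, the lower depth of the T96 libraries would concentrate them in weakly expressed genes. Genes were divided in 3 equal parts by mean level. At T96, 21.7% were called in the most expressed part and 15.1% in the least expressed one. Against T0 the most expressed part was also ahead at T24 (7.54% against 4.41%) and T216 (19.4% against 13.5%). At T24 the middle part was lowest, at 3.63%. At T96 the most expressed part held 777 calls and the least expressed one 542. Calls at T96 were thus not concentrated in weakly expressed genes. The most expressed part also led at T24 and T216, where depth was higher, so this test cannot decide on low depth as a source of calls. Fewer calls in weakly expressed genes are also what a low depth gives, so whether calls were lost there stays open.

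The excess of lower genes at T216 was examined in several ways. After median centring 54.8% of the calls against T0 were kept, just over the 50% set in advance, but this pools both directions. Of the 1356 lower calls only 41.9% stayed lower, while all 387 higher calls stayed higher. The excess of lower calls therefore rested on the scaling, and centring cannot tell a true shift of most genes from one of scale. For T216 against T96 45.5% of all calls were kept. A dilution of all other genes alike by mitochondrial reads would lower their FPKM sum. That sum was 186184 ± 3066 (SD, n = 5) at T0 and 183699 ± 3481 (SD, n = 4) at T216 (exact permutation p = 0.397). The log2 ratio of this sum was -0.019 against a median shift of -0.08, which argues against such a dilution as the whole of the shift. The 100 most abundant nuclear genes took 25.3% of that sum at T0 and 26.2% at T216, which lowers the rest by a log2 of only -0.016. In T0, T96 and T216, though not in T24, the library with the highest mitochondrial share had the lowest median of tested genes. At T216 this was replicate 3, whose FPKM sum of the other genes was also the lowest of its group, at 178487. A link between the mitochondrial share and the median gene is therefore not ruled out. What shifted the median gene stays open, and whether more genes rose or fell at T216 is undecided.

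Reads of mouse host cells would move the fibroblast, endothelial and leukocyte lists together. The leukocyte list, with only CD68 tested, changed by a log2 of -0.55 at T216 against T0 (exact permutation p = 0.0476). At T216 against T0 the fibroblast list rose by a mean log2 of 0.23 (exact permutation p = 0.0159) and the endothelial list, with 3 tested genes, changed by -0.19 (p = 0.0635), a gap of 0.42 (p = 0.0159). The tested genes are poor measures of host cells, since at T0 COL1A1 was at 356 FPKM with COL1A2 at 0.481, and CDH5 and EMCN were at 0. Whether host reads changed cannot be told apart from a change in the tumor cells by this gap. The median over 30 leukocyte and endothelial markers of the highest group mean was 0.073 FPKM. Mouse reads of such markers may not have been captured or assigned, so this low level cannot decide on host reads as a source of calls. Reads of mouse leukocytes, endothelial cells or fibroblasts, and of conserved genes alone, stay open.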

How the results depend on the processing

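The alternatives were chosen before the data were examined, except the correction for transcript length and GC content, the median centring of the lists and the deR score without further cell-cycle genes, which were chosen after the data were seen. No paired analysis was possible because each tumor came from a different mouse and the labels give animal numbers without any replicate number shared between time points. In all, 124 results were recomputed, 47 of them main results of a comparison. TEAD2, CYR61, CTGF and YAP1 kept their direction and their side of the threshold against T0 under every alternative and in every fit without one tumor, with p adjusted over all genes tested. Adjusted over the list alone, YAP1 passed at T24 and T96 (limma adjusted p = 0.0291 and 0.0413). The fall of the deR score at T24 also kept its call, from -0.0500 to -0.0296 across 5 alternatives and from -0.0401 to -0.0315 across 10 fits that each left out one tumor. The 3 YAP1-TEAD lists kept theirs at T24.

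The deR score at T96 against T0 passed the threshold with ranks among all genes (-0.0141), without S-phase and G2/M genes (-0.0183), without these and further cell-cycle genes (-0.0257) and with the 22 targets as positive effectors (-0.0179). Across 10 fits that each left out one tumor it ran from -0.0182 to -0.00995, and it passed only without replicate 4 of T96 (-0.0182). T96 against T24 passed with only effectors past the filter (0.0343) and with the 22 targets (0.0211), and ran from 0.0168 to 0.0268 across 10 fits, passing without replicate 4 of T24 (0.0268). It did not pass without S-phase and G2/M genes (0.0173), and fell to 0.0110 without these and further cell-cycle genes (adjusted p = 0.222). Fits without one tumor gave 0.0137 to 0.0176 for T216 against T0, 0.0471 to 0.0557 for T216 against T24 and 0.0255 to 0.0338 for T216 against T96. Without any 1 of the 4 T216 tumors these 3 had an adjusted p of 0.0536, because the smallest exact p with 3 tumors against 5 is 0.0357.

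The count of genes moved by more than 1.5 times with the stricter filter for T216 against T24 (2162, where fewer genes were tested) and with quantile normalization for T216 against T96 (1916). Across fits without one tumor it ran from 239 to 616 at T24 against T0, with 361, 314, 286 and 262 without T0 replicates 1 to 4 and 250, 239 and 345 without T24 replicates 1 to 3. It ran from 919 to 1677 at T216 against T0 and from 1862 to 3435 at T216 against T96, with the lowest values without T216 replicate 3. The share of higher calls moved by over 10 points with the scaling. Median centring gave 40.4% at T24, 44.9% at T96 and 62.5% at T216 against T0, 61.4% of 2997 at T216 against T24 (24.8% as reported) and 64.2% of 2332 at T216 against T96 (19.5% as reported). Quantile normalization gave 51.5% at T96 (62.1% as reported) and 49.4% at T216 against T0, 50.5% at T216 against T24 and 48.3% at T216 against T96. The stricter filter gave 38.2% of 427 calls at T24 (51.4% as reported). The cause of these moves was not tested beyond the scaling itself.

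For the negative effectors at T96 the call was lost with the length and GC correction (0.091, adjusted p = 0.0540) and an estimated correlation (0.10), and in 5 of 10 fits without one tumor, whose medians ran from 0.085 to 0.13. The call of the 22 targets at T96 was lost under an estimated correlation (-0.13). The positive effectors at T96 passed without S-phase and G2/M genes (-0.015) and had the opposite test direction under fry, with the same median (0.0082). At T216 the call of the positive effectors was lost under fry and an estimated correlation (0.027 in both), and that of the 22 targets under fry and an estimated correlation (0.068 in both) and quantile normalization (0.089, adjusted p = 0.0869). The negative effectors at T216 gained a call under median centring (-0.027) and fry (-0.12). The cause was not tested.

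In the comparisons of T216 with T24 and T96, CYR61, CTGF and TEAD2 kept their calls. The call of YAP1 was lost under median centring (-0.14 and -0.11, adjusted p = 0.0762 and 0.177) and, against T96, quantile normalization (-0.15, adjusted p = 0.0918). Under an estimated correlation the negative effectors lost theirs against T24 (-0.25) and T96 (-0.23), and the 22 targets theirs against T96 (0.17, adjusted p = 0.0543). The positive effectors against T96 lost theirs under fry and an estimated correlation (-0.026 in both). Their median was 0.071 under quantile normalization and 0.10 under median centring. The losses of YAP1 came with other scalings, and the cause of those of the lists was not tested.

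Results near 0 changed direction. Without one tumor, medians at T24 ran from -0.018 to 0.048 for G2/M genes, from -0.037 to 0.10 for mitochondrially encoded proteins, from -0.099 to 0.073 for hypoxia targets and from -0.022 to 0.030 for ribosomal proteins. At T96 they ran from -0.017 to 0.050 for interferon-stimulated genes and from -0.11 to 0.0016 for endothelial markers. The direction given by the test, which can differ from the sign of a median near 0, also changed for hypoxia targets at T24 with a pseudocount of 0.1 (-0.021), for ribosomal proteins at T24 with quantile normalization (0.031), the length and GC correction (0.013) and fry (0.0047), for mitochondrially encoded proteins at T96 with quantile normalization (0.00) and for interferon-stimulated genes at T96 with fry (0.029). Among pathway genes that had not passed the threshold, log2 fold changes without one tumor ran from -0.015 to 0.029 for TEAD1 at T24 and from -0.012 to 0.13 at T216, from -0.058 to 0.025 for VGLL4 at T96, and at T216 from -0.043 to 0.016 for TEAD4, from -0.091 to 0.0033 for LATS1, from -0.020 to 0.096 for AMOTL2 and from -0.17 to 0.019 for AXL. Median centring reversed TEAD1 at T24 (-0.013), LATS1 at T216 (0.061) and TEAD4 at T216 (0.066). Quantile normalization reversed TEAD3 at T24 (-0.0018), LATS1 at T216 (0.060) and TEAD4 at T216 (0.063), and the length and GC correction reversed TEAD4 at T216 (0.0028). The directions of these genes are therefore undecided. LATS2 gained calls over all genes under some alternatives. It was lower at T96 with quantile normalization (-0.21, limma adjusted p = 0.0347), median centring (-0.22, adjusted p = 0.0362) and the length and GC correction (-0.21, adjusted p = 0.0406). At T216 it was higher with quantile normalization (0.23, adjusted p = 0.0383) and median centring (0.25, adjusted p = 0.0274). Of the 77 results that were not main results, 40 changed under some alternative, with 112 changed values, of which 46 were weaker, 20 stronger and 46 reversed. HAPLN1 at T216 accounted for 13 of the weaker ones. The unknown absolute depth means that no floor can be given for genes listed at 0, and the lower depth at T96 limits weakly expressed genes most.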

Other observations

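All tests in this part were chosen only after the results had been seen.

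HBB rose and fell with TEAD2. It was 29.4 ± 6.98 FPKM (SD, n = 5) at T0, 125.8 ± 6.32 (SD, n = 5) at T24, 84.5 ± 14.4 (SD, n = 5) at T96 and 51.6 ± 8.74 (SD, n = 4) at T216. Red blood cells in the tumor pieces would bring alpha-globin as well, but HBA1 and HBA2 did not exceed 0.159 FPKM in any library, HBD did not exceed 0.0895 and ALAS2 was listed at 0 in all 19. HBE1 was present at 0.653 to 12.2 FPKM without a rise on doxycycline. Some expression vectors carry beta-globin sequence, and whether this construct does is not stated. A candidate explanation is that such sequence in the construct's transcript was assigned to HBB. The HBB excess over T0 per unit of TEAD2 excess would then be constant. It was 2.80 ± 0.183 (SD, n = 5) at T24 and 2.84 ± 0.483 (SD, n = 5) at T96 (exact permutation p = 0.841). At T216 it was 5.74 ± 3.27 (SD, n = 4), above T24 (exact permutation p = 0.0159), with 10.5 in replicate 3. If the ratio is fixed, this argues against the construct as the whole of the excess there. The lowest T216 ratio of 3.32 lay within the T96 range of 2.39 to 3.37, and T216 was not tested against T96. The T216 ratios rest on small differences of both genes from T0, and the test leaves out the T0 spread of HBB (SD 6.98 FPKM). The argument at T216 is therefore not firm. No sequence was examined, and induction of HBB itself stays open.

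The genes called at T24 were followed at later times. At T96, 91.6% of the 558 genes changed in the same direction against T0, 283 were called again in that direction and 3 in the opposite one, and their median change in the T24 direction was 0.23 against 0.33 at T24. At T216, 55.6% changed in the same direction, 52 were called in that direction and 29 in the opposite one, and the median was 0.02. Comparisons with the same T0 tumors share their chance values. In 20 simulations of unchanged groups set against these T0 tumors the same-sign share was 67.5% at T96 and 66.7% at T216, with 0 and 0.15 genes called again on average. Those counts leave out that T96 and T216 had changes of their own. Calls independent of those at T24 would give 50.2 in the same and 49.5 in the opposite direction at T96, and 44.5 and 46.0 at T216. The simulations called 1449 genes at T24 on average, more than the real comparison did, so they are an imperfect match. The share at T96 lies far above that of unchanged groups, and the share at T216 does not. Chance sharing is thus argued against at T96, where 283 calls stand against 50.2. At T216 the same-sign share and the 52 calls against 44.5 give no evidence beyond chance for these genes as a set. The opposite calls there, 29 against 46.0, were fewer than independence gives. A part of this from the shared T0 tumors was not separated. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.57 between T24 and T96 and 0.09 between T24 and T216, where unchanged groups gave 0.26 and 0.25. The values fit a T24 response that persisted in part at T96. At T216 only the low number of opposite calls pointed to a remainder in these genes as a set. TEAD2 and WWTR1 were still called there.

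At T96 the cholesterol biosynthesis list was lower while S-phase and G2/M lists were higher. A bias by gene length or GC content is argued against: after a correction for both, the cholesterol list had a median of -0.63 and the G2/M list one of 0.35. Transcript length and GC content explained 2.40% of the variance of the log2 fold changes at T96. Since cage, time and doxycycline coincide, an effect of feeding, tumor size or cage on these lists may equally account for the value of -0.63 and was not tested. TEAD2-DN, with 6 positive effectors among the cholesterol genes, stays open too.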
